A study of Mus musculus with 6 samples. Its data were reported in "LIM-Homeodomain Transcription Factor LHX4 Is Required for the Differentiation of Retinal Rod Bipolar Cells and OFF-Cone Bipolar Subtypes" (2020).

How the data were processed

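RNA-seq libraries were made from retinas of mice at postnatal day 6 on a mixed C57BL/6J and 129S6 background, with 3 control and 3 Lhx4 null animals and 1 library per animal. For its electroretinograms the paper gives control mice as wild type or with 1 loxP allele of Lhx4. It names no genotype for the RNA-seq controls, and the labels read only control. Null mice carried a tdTomato knock-in allele and a loxP allele, with Six3-Cre to delete the loxP allele in the retina. The pigment epithelium was removed during dissection, TruSeq libraries were built from total RNA, and they were read as paired ends on an Illumina sequencer. Libraries from postnatal day 7 were not analysed here.

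The values are FPKM per gene as deposited by the authors, who mapped reads with TopHat2 and estimated transcript abundance with Cufflinks on the mouse build GRCm38, per the submitters' processing notes. The versions, the annotation and any use of strand are not given in the sources used here. FPKM divides the fragments of a gene by its length and by the mapped fragments of the library, so the reads behind a value are not kept, and a gene that takes a large share of a library lowers all others. Cufflinks also assigns fragments among overlapping transcripts and corrects for fragment length, so overlapping genes, antisense genes and near-identical copies are uncertain. The study's own test, which works on fragments, could not be rerun on these values, and a count test was not run for the same reason. The table held 21995 rows. Of these, 172 shared 78 repeated names, and the row with the highest mean kept the bare name. Another 27 had a spreadsheet date in place of a gene name, 23 of which were tested without a name. Positions came from GENCODE M21 on GRCm38, which matched 12768 tested rows (96.9%) by name.

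Low values were searched for steps of whole reads. For each pair of libraries the ratios of values between 0.001 and 0.2 FPKM were compared, with a tolerance of 0.003 on the natural log scale. Between 2.34% and 7.76% of low genes shared the most common ratio among the 4 libraries numbered 1 or 2, 2.84% between both libraries numbered 3, and 0.867% to 1.18% between a library numbered 3 and another. Those peaks gave the relative depth within each set and none between the sets. Whole reads could not be recovered, so no intervals for counting error are given and the precision of each value rests on the spread between the 3 animals.

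The comparison was fitted with limma 3.58.1 in R 4.3.3, with a mean-variance trend and genotype alone, on log2(FPKM + 0.5) for rows with a mean of at least 0.5 FPKM over the 6 libraries, which left 13175. A fold on this scale understates the change of low genes. Genes were called at a Benjamini-Hochberg (BH) adjusted p under 0.05, two-sided. The thresholds of the study, a fold over 2 and an unadjusted p under 0.05, were applied to the same fit. A set of 31 gene lists with 391 genes, 387 of them in the table, covered bipolar transcription factors and markers, genes the study names as reduced, the other retinal cell classes, receptors, channels and synapses, cell cycle and cell death, other cells and tissues, immediate early, housekeeping and sex-linked genes. The lists came from textbook and adult single-cell markers, gene families and, for 2 of them, wholly from the study's text. The bipolar transcription factors also took in regulators named in the study's introduction, several of which the study examined on these samples. Lists with at least 3 tested members were tested with limma's camera at a preset correlation of 0.01 between genes, BH-adjusted over 30 lists, and the sex-linked list was used for levels only. A count adjusted over the list alone uses BH over the tested members of that list. The groups, tests, lists, alternatives and the genes to name were chosen before the data were examined.

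Genes were named by rule: Lhx4, the genes that passed without overlap of the groups (up to 12 in each direction), the 6 smallest p in a direction where fewer than 6 passed, up to 4 members of each list with the smallest p, and a set of further genes fixed by name. Of the members that a list alone names, those with an unadjusted p of 0.2 or more are named only with values per library, a restriction chosen after seeing the data. Some genes these rules name are not reported here. Apart from these, Sebox, Pde6h and C1qc are named because they passed over a list alone with the replicate block, after their values were seen. Alternatives were pseudocounts of 0.1 and 1, no filter or a mean of at least 2 FPKM, rescaling to the same 75th percentile or total, quantile normalization, no trend, array weights, each library left out in turn, a replicate block, and, for lists, camera with an estimated correlation and fry. Fits with both libraries numbered 3 left out and blocked fits with each pair left out were added after seeing the data.

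Both groups carry the numbers 1 to 3 in the labels. After removal of the group means, same-numbered libraries correlated at 0.394, 0.260 and 0.675 across genes. The pairs come from the labels and these correlations and not from a stated litter or batch. Control 1 with null 2 (0.377) and control 2 with null 1 (0.269) correlated about as much, so by these correlations the pairing rests mainly on number 3. The fits were tested on simulated data with the real means and number effects and 50 genes changed at each fold among 13175, with spreads drawn from limma's fitted prior, an assumption the test shares with limma. For the comparison of null with control without the block, 3, 26, 49 and 49 of 50 genes changed by folds of 1.5, 2, 4 and 8 were recovered, with 0 false among 127 calls. With the block 26, 44, 50 and 50 were recovered, with 13 false among 183 calls. The simulation gave both genotypes the same number effects and held many changed genes, which eases the BH threshold. The recovered shares may therefore not carry over to the real libraries. There Bhlhe23 (log2 -2.46) and Otor (log2 -2.63) did not pass without the block (limma, BH-adjusted p = 0.661 for each). Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.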

Results

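Gene expression was measured by RNA-seq in the mouse retina at postnatal day 6 (P6), when bipolar cells, the interneurons that carry signals from photoreceptors to ganglion cells, are still maturing. Lhx4 encodes a LIM-homeodomain transcription factor of bipolar cells, and the comparison asked which genes differ in the retina when it is inactivated. There were 3 control and 3 Lhx4 null libraries, each made from the retinas of 1 mouse, so that the replicates were separate animals. The deposited table gave FPKM, the fragments of a gene scaled to its length and to the mapped fragments of the library, for 21995 gene rows. FPKM summed to 400512, 411204 and 429668 in controls 1 to 3 and to 391573, 386567 and 428693 in nulls 1 to 3. Between 5348 and 5818 rows per library were listed at 0, and the 10 most abundant genes held between 6.33% and 10.6% of the summed FPKM. FPKM does not keep the number of reads, so the depth behind each value is unknown. From the steps between low values, the depth of control 2 was 1.04 times, of null 1 0.996 times and of null 2 1.01 times that of control 1, and the depth of null 3 was 1.14 times that of control 3. How these 2 sets of libraries compared in depth could not be determined.

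Retinas numbered 3 in both groups differed from the other 4. Progenitor and cell cycle genes were higher in control 3 and null 3 than in the libraries numbered 1 and 2 of the same group for 16 of 16 tested members, by a median of 1.24 on the log2 scale. Rod photoreceptor markers were lower in control 3 for 20 and in null 3 for 21 of 21 members, with a median difference of -0.97. Markers of bipolar cells were also lower there, with medians of -0.45 for rod and ON bipolar markers and -0.49 for OFF and cone bipolar markers. In a principal component analysis the first component, with 50.9% of the variance, parted the libraries numbered 3 from the rest, and the second, with 18.8%, parted the genotypes. Y-linked Ddx3y stood at 0.0284 FPKM in control 2 and 0.0142 FPKM in null 2 and between 19.2 and 26.6 FPKM in the other 4 libraries, so each group held 1 library without Y-linked transcripts. Same-numbered libraries correlated mainly through number 3, and control 1 correlated about as much with null 2 as with null 1. By these correlations pairs 1 and 2 thus rest on the labels, also where a count over 3 pairs is given. The presence of Y-linked transcripts did match within each pair, so a block by number also carries sex. Control 2 and null 2 had 7.76% of low genes at their most common ratio, the highest share of any 2 libraries. The cause of that share was not tested. Values from a fit with the number as a block are given wherever they change a call.

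**Figure D1:**
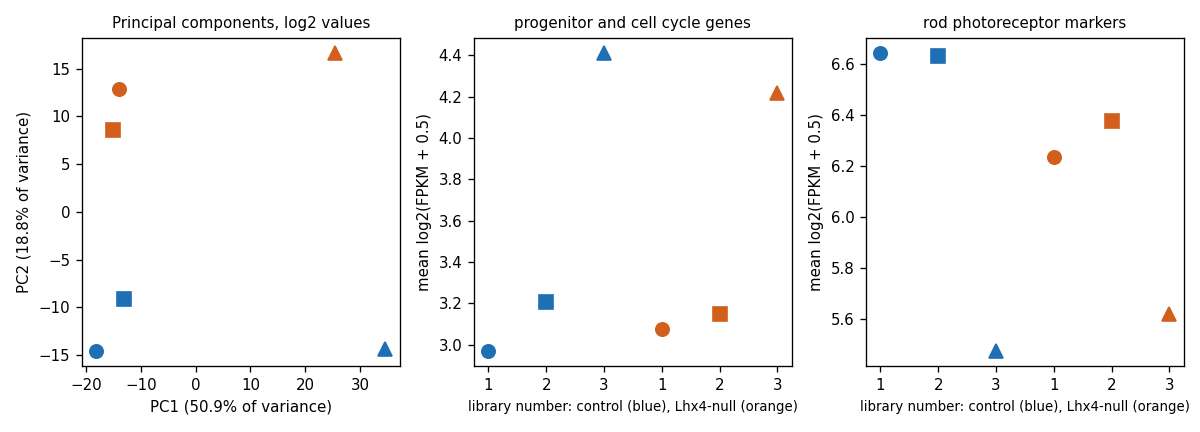
The left panel plots the 6 libraries on their first and second principal components of log2(FPKM + 0.5), and the middle and right panels plot the mean log2(FPKM + 0.5) of progenitor and cell cycle genes and of rod photoreceptor markers in each library (blue, control; orange, null; circle, square and triangle, libraries numbered 1, 2 and 3; these axes do not start at 0). The progenitor mean was 4.41 in control 3 and 4.22 in null 3 against 2.97 to 3.21 in the other 4 libraries.

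Lhx4 itself (chromosome 1, 155698031 to 155751684, GRCm38, minus strand, protein coding) was higher in the null-labelled libraries. It stood at 18.0, 18.1 and 19.3 FPKM in controls 1 to 3 and at 28.2, 28.3 and 25.8 FPKM in nulls 1 to 3, with means of 18.4 ± 0.723 (SD, n = 3) and 27.4 ± 1.42 FPKM (SD, n = 3). The difference on the log2(FPKM + 0.5) scale was 0.56 (SE 0.0847), every null-labelled library lay above every control, and it did not pass (limma, BH-adjusted p = 0.336, or 0.119 with the replicate block, 0.0649 to 0.992 over 20 alternatives). The groups did not overlap for 1766 of 13175 tested genes (13.4%), against 10% by chance. The null mice carried a tdTomato knock-in allele and a loxP allele deleted by Six3-Cre, and a value per gene does not separate transcript of the deleted part from the rest. The gene's level therefore does not check the genotype labels, and the libraries are called null-labelled throughout.

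A calcium channel gene rose and a vesicular transporter gene fell in the null-labelled retinas. Cacna1i (chromosome 15, 80287238 to 80398279, plus strand, protein coding), which encodes the pore-forming subunit of a low-voltage-activated (T-type) calcium channel, was 1.58 ± 0.408 FPKM in controls and 11.96 ± 1.32 FPKM in null-labelled libraries (SD, n = 3 each), a ratio of 7.57. Slc18b1 (chromosome 10, 23796986 to 23827968, plus strand, protein coding), which encodes a vesicular polyamine transporter, was 27.5 ± 2.49 FPKM in controls and 8.56 ± 0.202 FPKM in null-labelled libraries, where it fell to 0.312 of the control level. Neither gene overlaps another annotated gene. For both, all 3 null-labelled libraries lay on one side of all 3 controls, as they did for 13.4% of tested genes. On the log2 scale Cacna1i rose by 2.60 (SE 0.169) and Slc18b1 changed by -1.62 (SE 0.0976), both with a limma, BH-adjusted p of 0.00419 (0.00228 with the replicate block), and these were the 2 genes of 13175 tested that passed. At an unadjusted p under 0.05 there were 897 genes, 539 higher and 358 lower. With the replicate block 12 genes passed, 4 up and 8 down. Without null 2 no gene passed (limma, 825 genes at an unadjusted p under 0.05, smallest BH-adjusted p = 0.0615), without control 2 Slc18b1 alone did, with Cacna1i at a BH-adjusted p of 0.0686, and without control 3 there were 5, which added Bhlhe23, Gabrr3 and Anks1b, a gene named only after its value was seen.

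The 10 genes added by the block were Rgs22, St6galnac5 and Ece1, which rose, and Arr3, Fezf2, Samsn1, Otor, Tmem265, Gsg1 and Gm42742, which fell, each in 3 of 3 same-numbered pairs. These pairs are those of the fit that chose the genes, so the tally is not further support. Rgs22 (chromosome 15, 36009479 to 36140400), a regulator of G protein signalling, rose from 4.98 ± 0.783 to 11.99 ± 1.38 FPKM (log2 1.19, limma with the block, BH-adjusted p = 0.0122, against 0.228 without it, 0.0122 to 0.768 over 20 alternatives). St6galnac5 (chromosome 3, 152817081 to 152982246), a sialyltransferase gene, rose from 1.44 ± 0.262 to 3.91 ± 0.693 FPKM (log2 1.18, limma with the block, BH-adjusted p = 0.0335, against 0.327 without it, 0.0296 to 0.810 over 20 alternatives), and it lies antisense to Pigk. Tmem265 (chromosome 7, 127561390 to 127566940) fell from 5.54 ± 1.17 to 1.86 ± 0.408 FPKM (log2 -1.35, limma with the block, BH-adjusted p = 0.0164, against 0.327 without it, 0.0164 to 0.810 over 20 alternatives), and it overlaps Gm42715 on the same strand. Ece1, Gsg1 and Gm42742 were named only after their values were seen. Ece1 (chromosome 4, 137862237 to 137965229), which encodes endothelin converting enzyme, was 309.5, 185 and 31.5 FPKM in controls 1 to 3 and 744, 502 and 177 FPKM in nulls 1 to 3, so the number moved it more than the genotype (log2 1.72, limma with the block, BH-adjusted p = 0.0392, 0.749 without it). Gm42742 (chromosome 7, 127015051 to 127021097) shares its strand and position with Pagr1a, Pagr1b and Prrt2, so that its fall from 22.4 ± 11.4 to 10.1 ± 5.27 FPKM is uncertain (limma with the block, BH-adjusted p = 0.0216, 0.695 without it). Leaving out pair 1, 2 or 3 from the blocked fit kept 12, 6 and 10 of the 12 genes, among 32, 12 and 20 calls, and the 6 lost without pair 2 were Fezf2, Otor, Gsg1, St6galnac5, Ece1 and Tmem265.

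**Figure D2:**
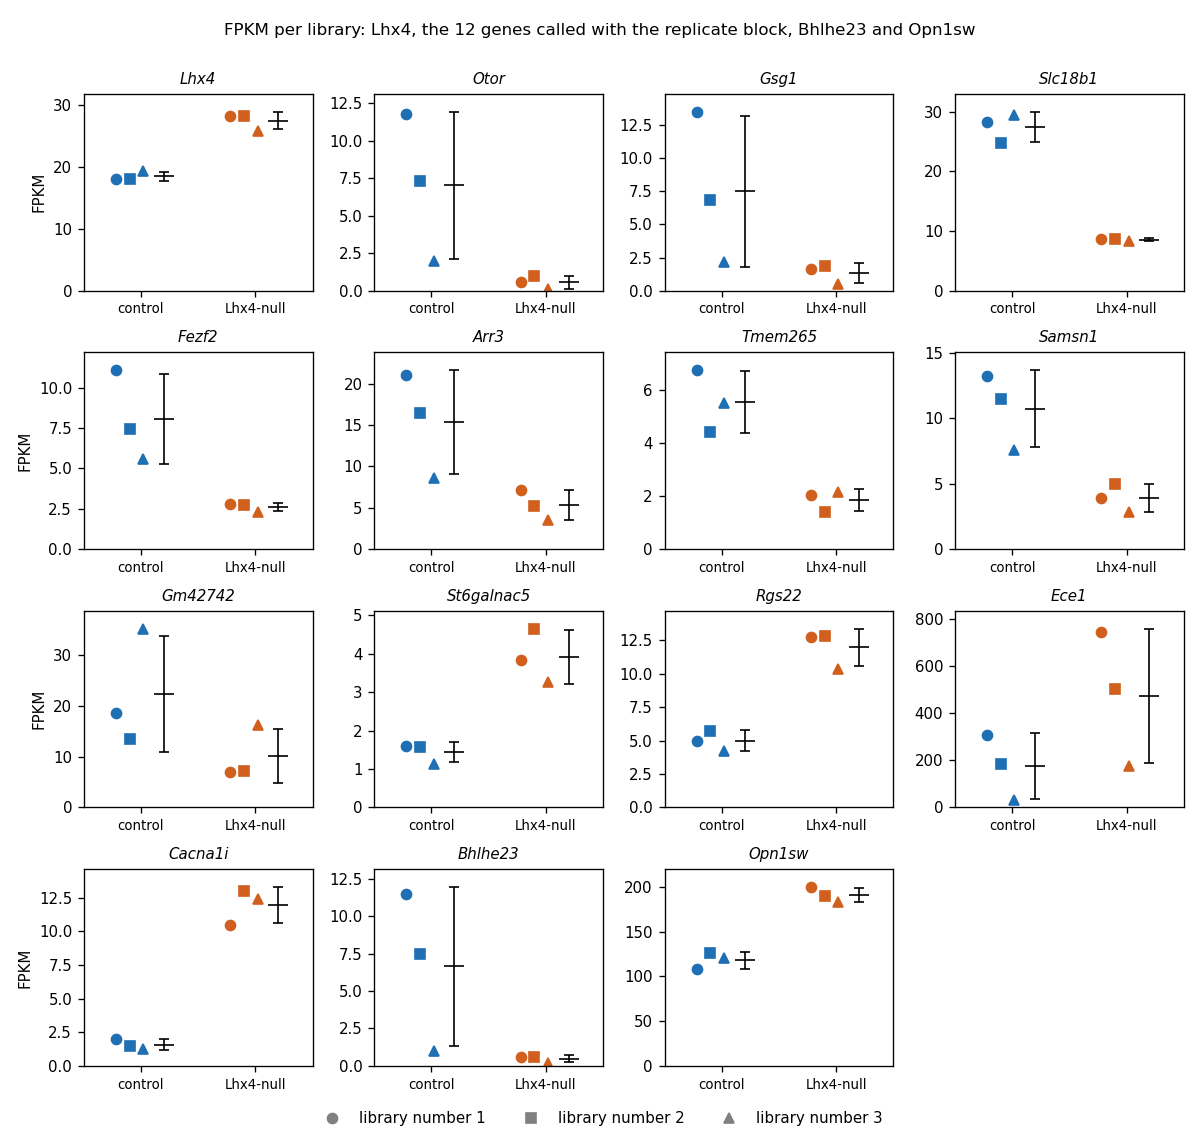
Each panel plots the FPKM of 1 gene in the 6 libraries (blue, control; orange, null-labelled; circle, square and triangle, libraries numbered 1, 2 and 3; black bars, mean ± SD of 3 libraries; axes start at 0) for Lhx4, the 12 genes called with the replicate block, Bhlhe23 and Opn1sw. The null-labelled libraries of Cacna1i lie between 10.5 and 13.0 FPKM and those of Slc18b1 between 8.33 and 8.72 FPKM, clear of their controls, whereas control 3 of Bhlhe23 (0.986 FPKM) lies near the null-labelled libraries.

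Bipolar genes whose transcripts the study names as reduced at P6 were lower as a group, a call lost with an estimated correlation (camera, BH-adjusted p = 0.450). Prdm8 and Lhx3, which it names at that age from antibody labelling, are not in this list. All 9 tested of the list's 10 genes were lower in the null-labelled libraries, by a median of -1.45 on the log2 scale. Bhlhe23 (chromosome 2, 180774381 to 180776900), a basic helix-loop-helix transcription factor needed for rod bipolar cells, was 11.5, 7.45 and 0.986 FPKM in controls 1 to 3 and 0.626, 0.584 and 0.196 FPKM in nulls 1 to 3, with a control mean 14.2 times the null mean. It overlaps Gm14343 on the same strand. Grik1, a kainate receptor subunit of OFF bipolar cells, was 13.9 ± 7.03 and 4.31 ± 0.987 FPKM, Gabrr3, a GABA receptor rho subunit, 7.84 ± 4.39 and 2.01 ± 0.0903 FPKM, and Scgn, a calcium-binding protein of cone bipolar cells, 6.47 ± 5.54 and 2.52 ± 1.66 FPKM. Scgn was 0.664 FPKM in control 3 and 0.645 FPKM in null 3. Its log2 difference of -0.86 ran from -1.88 to -0.18 over 20 alternatives. With the block Fezf2 fell from 8.04 ± 2.80 to 2.61 ± 0.261 FPKM (chromosome 14, 12342094 to 12348189), Samsn1 from 10.8 ± 2.93 to 3.91 ± 1.07 FPKM (chromosome 16, 75858793 to 76022281), Otor from 7.01 ± 4.90 to 0.556 ± 0.420 FPKM (chromosome 2, 143078473 to 143081713) and Gsg1 from 7.51 ± 5.70 to 1.33 ± 0.749 FPKM (chromosome 6, 135237326 to 135254351, antisense to Fam234b). Their limma, BH-adjusted p were 0.0296, 0.0164, 0.0216 and 0.0392 with the block and 0.397, 0.542, 0.661 and 0.661 without it. Each was lower in 3 of 3 pairs, which the blocked fit favours. For Fezf2 they ran from 0.0193 to 0.855 over 20 alternatives, for Samsn1 from 0.0164 to 1.00 over 20 alternatives and for Otor from 0.00236 to 1.00 over 20 alternatives.

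None of the 9 passed over all genes without the block and 4 with it, and 7 passed adjusted over the list alone (limma) and 8 with the block, which is not independent evidence because the study chose the list on these samples. Bhlhe23 had a log2 difference of -2.46 (SE 0.705, limma, BH-adjusted p = 0.661, 0.0992 with the block, 0.00226 to 1.00 over 20 alternatives), and passed without control 3 (BH-adjusted p = 0.0253). Gabrr3 (log2 -1.57, limma, BH-adjusted p = 0.661) also passed without control 3 (BH-adjusted p = 0.0441, 0.00507 to 1.00 over 20 alternatives). The list fell together, in 3 of 3 pairs (camera, BH-adjusted p = 2.23e-09; adjusted p = 0.450 with an estimated correlation; range 8.55e-24 to 0.450 over 17 alternatives). Its genes were also lower in the libraries numbered 3, by a median of -1.47. Grm6, the glutamate receptor of ON bipolar cells, ranged from 0.0953 to 33.6 FPKM among controls and from 0.846 to 12.3 FPKM among null-labelled libraries, and its difference of -0.28 (SE 1.48) turned positive without control 1 (0.94). By in situ hybridization at P6 the study also reported Bhlhe23 as abolished and Grm6 and Grik1 as decreased. That evidence was not examined here. Mchr1 lay under the filter on low values and was not tested.

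Transcription factors of bipolar cells pointed in both directions. Of 20 tested, 15 were lower and 5 higher in the null-labelled retinas, with Bhlhe23 and Fezf2 lowest. Vsx1, a homeobox factor of cone bipolar cells, pointed the other way, at 5.79 ± 5.34 FPKM in controls and 13.3 ± 8.33 FPKM in null-labelled libraries (log2 1.43, limma, BH-adjusted p = 0.777, 0.1003 with the block, 0.00267 to 1.00 over 20 alternatives). Otx2 was 439 ± 55.5 and 369 ± 31.7 FPKM, Isl1 40.0 ± 22.7 and 44.5 ± 13.5 FPKM, Prdm8 16.6 ± 3.47 and 16.1 ± 2.18 FPKM, and Lhx3 7.23 ± 4.95 and 3.92 ± 0.397 FPKM, none of which passed. Lhx3 in control 3 (2.37 FPKM) lay below every null-labelled library. Its log2 difference of -0.56 ran from -1.15 to -0.078 over 20 alternatives. The sign of Isl1 turned without control 3 (-0.16) and that of Prdm8 without control 1 (0.12) or null 3 (0.078), against 0.26 and -0.03 with all libraries, and that of Prdm8 also after scaling to the same total (0.0058). Over all genes none passed without the block, and Fezf2 passed adjusted over the list alone. With the block Fezf2 passed over all genes, and Bhlhe23, Fezf2, Zfhx4 and Vsx1 adjusted over the list alone, 3 down and 1 up. The list fell (median -0.07, mean -0.23, lower in 2 of 3 pairs, camera, BH-adjusted p = 0.0266; adjusted p = 0.450 with an estimated correlation; range 7.91e-04 to 0.450 over 17 alternatives), and this call was lost after quantile normalization (adjusted p = 0.0611) and without single libraries (adjusted p = 0.0861 without control 1, 0.0775 without control 2, 0.0765 without null 2 and 0.0705 without null 3). Bhlhe23 and Fezf2, its lowest members, also belong to the P6 list that the study chose on these samples, so the call is not independent of that list.

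Markers of the bipolar classes did not move as one. Of 20 rod and ON bipolar markers 12 were higher and 8 lower, with Tpbg at 2.44 ± 0.740 and 3.43 ± 0.557 FPKM and Pcp2 at 15.8 ± 7.01 and 10.5 ± 1.68 FPKM in control and null-labelled libraries. Of 22 OFF and cone bipolar markers 9 were higher and 13 lower, and besides Grik1 and Fezf2 the neurokinin receptor gene Tacr3 (2.51 ± 0.0865 and 1.38 ± 0.320 FPKM) and Slitrk6 (6.15 ± 1.20 and 3.97 ± 0.0936 FPKM) passed adjusted over the list alone, 4 genes in all, with 0 over all genes (limma). With the block 11 passed adjusted over that list alone, 5 up and 6 down, and Fezf2 over all genes. Grik1, Fezf2 and Scgn also belong to the P6 list that the study chose on these samples, and other members to its P7 list. The counts adjusted over the list alone are therefore not independent evidence. Neither list moved (camera, BH-adjusted p = 0.809 and 0.219), although the rod and ON markers passed as higher without control 1 (adjusted p = 0.0174), turned lower without other libraries (adjusted p = 0.981 without control 2, 0.0970 without control 3, 0.789 without null 1 and 0.587 without null 2), and the OFF and cone markers passed as lower without control 3 (adjusted p = 0.00245). A further list held bipolar genes whose transcripts the study names as reduced at P7, in libraries not analysed here, and not at P6. Of its tested members 9 of 12 were lower, among them Zfhx4 (4.98 ± 2.17 and 2.75 ± 0.667 FPKM) and A730046J19Rik (3.46 ± 1.94 and 1.84 ± 0.632 FPKM). None passed over all genes, and none adjusted over the list alone without the block, while Sebox, A730046J19Rik, Zfhx4 and Slitrk6 did with it, all lower (limma). The list fell (median -0.43, lower in 2 of 3 pairs, camera, BH-adjusted p = 0.0374; adjusted p = 0.657 with an estimated correlation; range 2.51e-06 to 0.781 over 17 alternatives), a call lost without single libraries (adjusted p = 0.781 without control 1, 0.0893 without control 2 and 0.309 without null 3). All 3 lists were also lower in the libraries numbered 3, by medians of -0.45, -0.49 and -0.68.

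Cone genes parted. Opn1sw (chromosome 6, 29376671 to 29388468), the short-wavelength cone opsin, was 118 ± 9.49 FPKM in controls and 191 ± 8.31 FPKM in null-labelled libraries, above every control in 3 of 3 (log2 0.69, SE 0.0953, limma, BH-adjusted p = 0.327, 0.0662 with the block, 0.0649 to 0.810 over 20 alternatives). It lies antisense to Calu, and the groups did not overlap for 13.4% of tested genes. Arr3 (chromosome X, 100605497 to 100618493), cone arrestin, fell with the block from 15.4 ± 6.26 to 5.34 ± 1.81 FPKM (log2 -1.40, limma, BH-adjusted p = 0.0104 with the block and 0.661 without it, 0.00467 to 1.00 over 20 alternatives). Rxrg, a nuclear receptor of cones, was 10.6 ± 2.48 and 13.4 ± 1.21 FPKM and the channel gene Cnga3 2.66 ± 0.109 and 3.29 ± 0.392 FPKM. Of 12 tested cone markers 10 were higher, 0 passed over all genes, and Opn1sw and Arr3 passed adjusted over the list alone, in opposite directions, joined with the block by Pde6h, which was higher. The list rose (median 0.12, higher in 2 of 3 pairs, camera, BH-adjusted p = 0.0374; adjusted p = 0.455 with an estimated correlation; range 0.00641 to 0.455 over 17 alternatives), and the call was lost after rescaling to the 75th percentile (adjusted p = 0.0547) and without single libraries (adjusted p = 0.411 without control 3, 0.0686 without null 1 and 0.144 without null 2) or both libraries numbered 3 (adjusted p = 0.179, or 0.148 with the block). Cone markers were lower in the libraries numbered 3 (median -0.27). The medium-wavelength opsin Opn1mw was under the filter, at no more than 0.681 FPKM in any library. Rod markers were lower for 19 of 21 (median -0.18), with Nrl, which drives rod fate, at 568, 664 and 461 FPKM in controls and 489, 499 and 480.3 FPKM in null-labelled libraries, and no rod gene passed over all genes or adjusted over the list alone, with or without the block (limma). The rod list did not move as fitted and fell with the block (lower in 2 of 3 pairs and higher in pair 3, camera, BH-adjusted p = 0.00182, against 0.131 without it; adjusted p = 0.595 with the block and an estimated correlation), with both libraries numbered 3 left out (adjusted p = 4.24e-11, or 1.13e-11 with the block) and without control 3, null 1 or null 2 (adjusted p = 8.39e-09, 0.0269 and 0.0322; range 1.13e-11 to 0.981 over 17 alternatives), turned higher without null 3 (adjusted p = 0.637), and rod genes carried the number 3 difference given above.

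Horizontal cell and Müller glia markers were higher in the null-labelled retinas. All 7 tested horizontal cell markers were higher, with the transcription factor genes Onecut1 at 1.77 ± 0.138 and 3.18 ± 0.425 FPKM and Prox1 at 20.8 ± 3.67 and 29.5 ± 6.69 FPKM in control and null-labelled libraries. Of 12 Müller glia markers 11 were higher, among them the receptor gene Gpr37 (21.001 ± 1.65 and 27.2 ± 2.35 FPKM) and the glutamate transporter gene Slc1a3 (49.4 ± 4.27 and 58.8 ± 6.78 FPKM). No gene of either list passed over all genes, Onecut1 passed adjusted over the list alone, and with the block Onecut1 and Prox1 did and, of the Müller glia markers, Gpr37. Both lists rose, each in 3 of 3 pairs (medians 0.22 and 0.14, camera, BH-adjusted p = 0.0127 and 0.00800; adjusted p = 0.450 for each with an estimated correlation; ranges 0.00236 to 0.450 over 17 alternatives and 9.05e-05 to 0.450 over 17 alternatives). The horizontal cell call was lost without control 3 or null 2 (adjusted p = 0.146 and 0.0573) and the Müller glia call without control 2 (adjusted p = 0.0717). Horizontal cell markers were lower in the libraries numbered 3 (median -0.41).

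Amacrine and ganglion cell markers were mostly higher, without passing. The peptide gene Sst was 2.90 ± 1.00 FPKM in controls and 5.27 ± 0.594 FPKM in null-labelled libraries, Ndnf 5.34 ± 2.81 and 13.9 ± 7.77 FPKM, and the GABA synthesis gene Gad1 28.7 ± 2.21 and 32.5 ± 3.502 FPKM. Gad2 was 6.04 ± 2.84 and 6.48 ± 1.13 FPKM and Pax6, a transcription factor of all amacrine cells, 172 ± 46.3 and 175 ± 16.4 FPKM. Their log2 differences of 0.17 and 0.05 turned negative without control 1 (-0.078) and without control 2 (-0.070). Of the GABAergic amacrine markers 12 of 16 were higher, of the glycinergic 6 of 8, with Dab1 at 14.9 ± 1.35 and 17.6 ± 2.37 FPKM, of the starburst amacrine markers 2 of 4, with Megf10 at 6.92 ± 0.449 and 8.15 ± 0.672 FPKM, and of the retinal ganglion cell markers 11 of 13, with Slc17a6 at 8.23 ± 0.903 and 10.3 ± 0.565 FPKM. No member passed over all genes or adjusted over the list alone, except Sst and Ndnf over the list alone with the block (limma), and no list moved (camera, BH-adjusted p = 0.131, 0.131, 0.335 and 0.0860). The means of the GABAergic and glycinergic lists were higher in 3 of 3 pairs and that of the starburst list in 2 of 3. The ganglion cell list rose with the block (median 0.10, 3 of 3 pairs, camera, BH-adjusted p = 0.0461; adjusted p = 0.594 with the block and an estimated correlation) and without control 1 or null 3 (adjusted p = 0.0220 and 0.0467), and the GABAergic list without control 3 (adjusted p = 0.00687) and with both libraries numbered 3 left out (adjusted p = 0.00193, or 7.56e-04 with the block).

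Receptor genes for glutamate, GABA and glycine were mostly higher. Of 8 metabotropic glutamate receptors 7 were higher, with Grm3 at 0.932 ± 0.118 and 1.596 ± 0.372 FPKM and Grm5 at 0.564 ± 0.170 and 1.00 ± 0.176 FPKM, and Grm6 was the exception. Of 16 GABA and glycine receptor genes 13 were higher, with the subunit gene Gabrb2 at 3.02 ± 0.776 and 4.77 ± 0.873 FPKM, and Gabrr3 lowest. Of 16 ionotropic glutamate receptor genes 11 were higher, with Gria2 at 18.8 ± 1.76 and 23.5 ± 3.14 FPKM, and Grik1 lowest. No receptor gene passed over all genes or adjusted over its list alone, and with the block those that passed over their lists alone included Grik1 and Gabrr3, lower, and Gabrb2, higher (limma). Grik1 and Gabrr3 also belong to the P6 list that the study chose on these samples, so their passing is not independent evidence. The metabotropic and the GABA and glycine lists rose, each in 2 of 3 pairs (medians 0.23 and 0.21, camera, BH-adjusted p = 0.0114 and 0.0163; adjusted p = 0.450 for each with an estimated correlation; ranges 4.69e-04 to 0.450 over 17 alternatives and 0.00248 to 0.450 over 17 alternatives), and the ionotropic list did not pass (camera, BH-adjusted p = 0.0768) except as higher without control 1 or null 3 (adjusted p = 0.0382 and 0.00647) and with both libraries numbered 3 left out (adjusted p = 0.00848, or 0.00854 with the block). Without control 3 the adjusted p were 0.154 for the metabotropic and 0.219 for the GABA and glycine list, without null 2 0.0573 for the metabotropic list, and after quantile normalization 0.0534 for the GABA and glycine list, whose call was also lost with both libraries numbered 3 left out (adjusted p = 0.148, or 0.198 with the block).

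Among 17 tested voltage-gated calcium channel genes 7 were higher and 10 lower, and Cacna1i alone passed, over all genes and adjusted over the list alone, joined over the list alone by Cacnb4, higher, and Cacna1g, lower, with the block (limma). Cacnb4, an auxiliary subunit gene, was 2.73, 2.60 and 2.39 FPKM in controls 1 to 3 and 2.70, 36.2 and 48.2 FPKM in nulls 1 to 3. Null 1 thus lay among the controls (log2 2.54, limma, BH-adjusted p = 0.689, 1.77e-05 to 0.894 over 20 alternatives), and without it Cacnb4 passed (BH-adjusted p = 0.00212). Nulls 2 and 3 were also those with high lens genes, and a link with Cacnb4 was not tested. Cacna1a was 15.2 ± 4.82 and 29.4 ± 11.5 FPKM and Cacna1g 22.3 ± 5.41 and 15.6 ± 2.73 FPKM in control and null-labelled libraries. The list did not move (camera, BH-adjusted p = 0.525, 0.0324 without null 3, and lower at 0.759 without null 2), with a median of -0.03 and a mean of 0.29 that differ in sign. Presynaptic genes were higher for 9 and lower for 9 of 18, with Rims1 at 30.0 ± 3.503 and 39.1 ± 3.54 FPKM and Syt1 at 83.0 ± 6.71 and 101 ± 9.52 FPKM, and did not move (camera, BH-adjusted p = 0.335) except without control 1 or null 3 (adjusted p = 0.0425 and 0.0224), and turned lower without control 3 (adjusted p = 0.212). Genes of congenital stationary night blindness were lower for 12 of 15 and did not move (camera, BH-adjusted p = 0.402) except as lower without control 3 (adjusted p = 9.24e-06) and with both libraries numbered 3 left out (adjusted p = 1.46e-04, or 8.54e-05 with the block), turned higher at an adjusted p of 0.226 without control 1 and 0.179 without null 3, and were lower in the libraries numbered 3 by a median of -1.18. No presynaptic or night blindness gene passed over all genes or adjusted over the list alone, except Rims1 over the list alone with the block (limma).

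Members of the cell cycle and cell death lists showed no common direction by genotype. By list means, the progenitor and cell cycle list was lower in 2 of 3 pairs and the apoptosis and p53 list higher in 3 of 3. Of 16 progenitor and cell cycle genes 6 were higher and 10 lower (median -0.04, camera, BH-adjusted p = 0.656), and the result depended on single libraries, with the list lower without control 1 (adjusted p = 0.0186) or null 3 (adjusted p = 0.0106) and higher without control 3 (adjusted p = 0.00216), null 1 (adjusted p = 0.433) or null 2 (adjusted p = 0.627). Of 16 apoptosis and p53 target genes 8 were higher and 8 lower (camera, BH-adjusted p = 0.896), with a list direction that turned after quantile normalization and without single libraries (adjusted p = 0.712 without control 1, 0.981 without control 2 and 0.496 without null 3). The death-promoting gene Bax was 97.0 ± 4.97 FPKM in controls and 83.4 ± 4.25 FPKM in null-labelled libraries, Hrk 1.097 ± 0.314 and 1.76 ± 0.294 FPKM, and Cdkn1a, a p53 target that arrests the cell cycle, 8.12 ± 0.611 and 10.8 ± 2.18 FPKM. No gene of these 2 lists passed over all genes or adjusted over the list alone, with or without the block (limma).

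Markers of microglia, blood vessels and lens were mostly higher in the null-labelled libraries. Microglia and leukocyte markers were higher for 13 of 14, such as Csf1r (1.86 ± 0.170 and 2.72 ± 0.253 FPKM in control and null-labelled libraries) and Trem2 (1.76 ± 0.271 and 2.77 ± 0.440 FPKM). Blood vessel markers were higher for 10 of 11, such as Kdr (40.4 ± 1.76 and 51.1 ± 5.65 FPKM). Lens markers were higher for 13 of 14, such as Cryba4 (0.353 ± 0.225 and 1.49 ± 0.645 FPKM). The control mean of Cryba4 lies under the filter of 0.5 FPKM, so it was tested only through its null-labelled values. A filter on the mean of all libraries favours higher members at such low levels. The mean log2 level of the lens markers was -0.0040, -0.25 and 0.62 in controls 1 to 3 and -0.16, 1.94 and 2.00 in nulls 1 to 3, so null 1 lay among the controls. Near-identical crystallin genes can share reads, so single crystallin values are uncertain. These 3 lists rose (medians 0.34, 0.31 and 1.21, camera, BH-adjusted p = 2.49e-05, 0.00912 and 2.49e-05), in 3, 3 and 2 of 3 pairs. The adjusted p were 0.450, 0.548 and 0.450 with an estimated correlation (ranges 2.11e-07 to 0.450 over 17 alternatives, 5.22e-06 to 0.548 over 17 alternatives and 8.24e-30 to 0.450 over 17 alternatives), and that of the vessel list was 0.239 without control 3 and 0.0573 without null 2. No member passed over all genes or adjusted over the list alone, and with the block 9 lens markers and microglia markers including Csf1r, C1qc, Trem2 and Ctss passed over the list alone, all higher (limma). In the libraries numbered 3 the medians were 0.27, -0.51 and 0.93.

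Immediate early genes, which respond to activity and handling, were lower for 7 of 10, with Nr4a1 at 5.95 ± 0.342 and 4.13 ± 0.708 FPKM and Egr1 at 6.99 ± 2.46 and 4.02 ± 1.35 FPKM in control and null-labelled libraries. The list fell in 3 of 3 pairs (median -0.22, camera, BH-adjusted p = 0.0249; adjusted p = 0.450 with an estimated correlation; range 0.00436 to 0.450 over 17 alternatives), and the call was lost without control 2 (adjusted p = 0.202) or null 2 (adjusted p = 0.0674). Astrocyte markers were higher for 5 of 5, with Pdgfra at 6.93 ± 0.207 and 8.82 ± 1.14 FPKM, and rose with the block (3 of 3 pairs, camera, BH-adjusted p = 0.0311, 0.0502 without it; adjusted p = 0.594 with the block and an estimated correlation) and without control 2, control 3 or null 1 (adjusted p = 0.0341, 0.0404 and 0.0269). Retinal pigment epithelium markers were lower for 5 of 6, with Rdh5 at 5.35 ± 0.518 and 3.89 ± 0.585 FPKM, connective tissue markers higher for 3 of 5, with Col1a2 at 0.451 ± 0.331 and 1.91 ± 1.16 FPKM, red blood cell genes higher for 4 of 5, and housekeeping genes lower for 8 of 10, with Gapdh at 1275 ± 19.996 and 1124 ± 41.7 FPKM. None of these 4 lists moved (camera, BH-adjusted p = 0.195, 0.179, 0.494 and 0.195). Without control 1 or null 3 the pigment epithelium list passed (adjusted p = 0.00501 and 0.0225) and so did the connective tissue list (adjusted p = 0.0279 and 0.0301), as did the red blood cell genes without control 3 (adjusted p = 0.00828) or both libraries numbered 3 (adjusted p = 0.0372, or 0.0190 with the block), which turned lower at an adjusted p of 0.848 without control 1, 0.928 without control 2 and 0.822 without null 3, and the housekeeping genes without null 3 (adjusted p = 0.0467) or both libraries numbered 3 (adjusted p = 0.0182, or 0.0168 with the block). No member of these 6 lists passed over all genes or adjusted over the list alone, except Egr1, Nr4a1 and Col1a2 over the list alone with the block (limma). In the libraries numbered 3 red blood cell genes (median 0.76) and pigment epithelium markers (median 0.66) were higher.

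**Figure D3:**
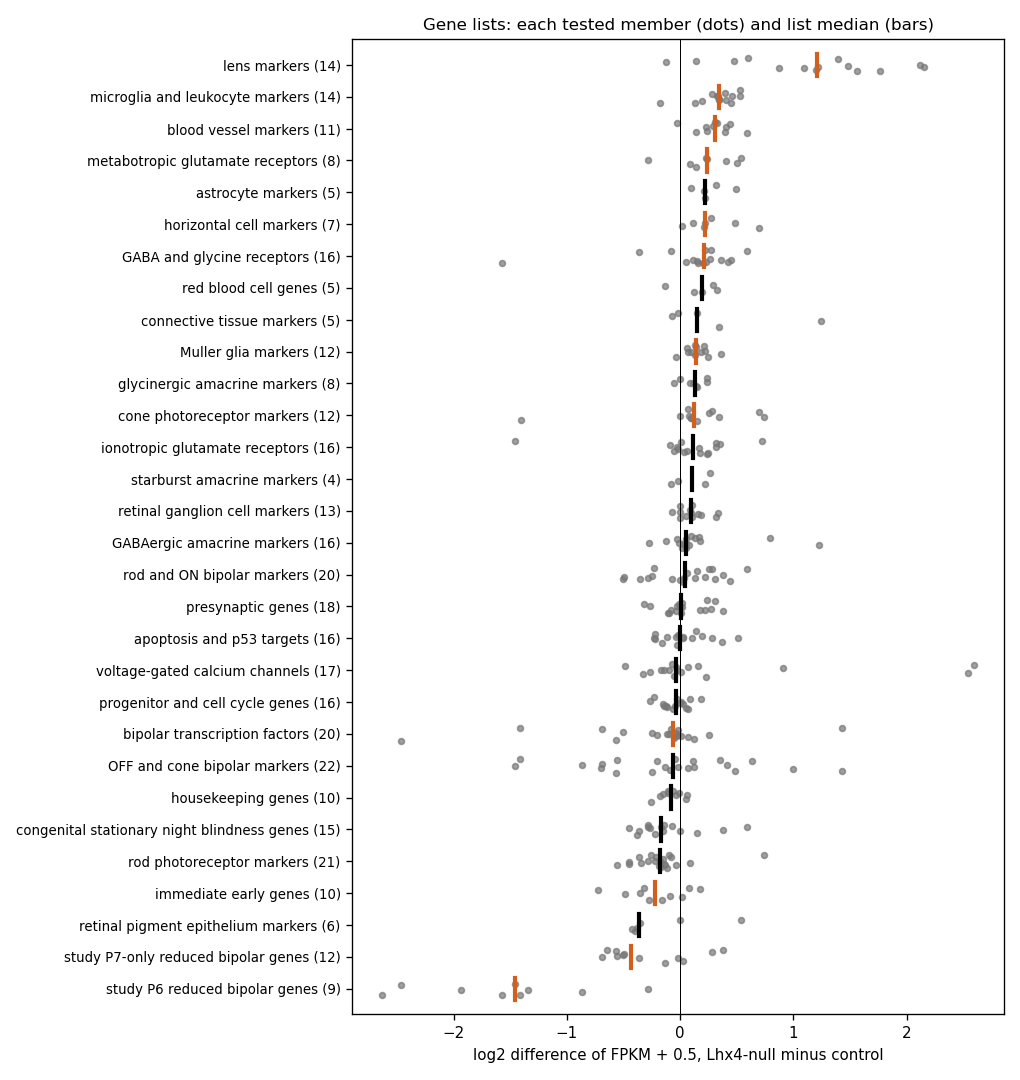
Dots give the log2 difference of FPKM + 0.5, null-labelled minus control, of each tested member of 30 gene lists (number tested in parentheses), and bars give list medians, orange where camera with the preset correlation passed and black where it did not. Medians run from -1.45 for the bipolar genes named at P6 to 1.21 for the lens markers, and no list passed with an estimated correlation.

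Of the 30 lists tested, 12 moved, 8 up and 4 down (camera, preset correlation), and all 12 also moved with the block, among 15. They are not independent, because 1 of the 4 that fell is the P6 list chosen by the study on these samples, and the bipolar transcription factors share Bhlhe23 and Fezf2 with it and Sebox, Lhx3 and Zfhx4 with the P7 list. With an estimated correlation 0 moved (camera, smallest BH-adjusted p = 0.450), and 0 by fry, which tests whether a list's genes go 1 way on balance (smallest BH-adjusted p = 0.393). Without null 2, 7 lists moved. At a fold over 2 and an unadjusted p under 0.05, 33 genes passed, 16 higher and 17 lower (limma, on the log2(FPKM + 0.5) scale), and 50 with the block, 30 higher and 20 lower, which held all 33. The 16 higher genes included Cacna1i, Cacnb4, Rgs22, St6galnac5, Cryba4, Crygc and Col1a2, and the 17 lower genes Bhlhe23, Otor, Gsg1, Gabrr3, Grik1, Fezf2, Samsn1, Arr3, Tmem265 and Slc18b1. A pseudocount of 0.1 gave 28 higher and 20 lower, and a pseudocount of 1 gave 9 higher and 14 lower.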

Values the study reported

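The study reported 91 genes with a fold change over 2 and p < 0.05 at P6, of which 60 were upregulated and 31 downregulated in the Lhx4 null retina. For Bhlhe23 at P6 it gave a fold change of 14.0 with p = 5.00E-05. The sequencing depth was stated as 19M to 40M reads per library.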

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

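The fits with both libraries numbered 3 left out, and the blocked fits with a pair left out, were chosen after seeing the data. The 2 changed genes, Cacna1i and Slc18b1, kept their direction under all 20 alternatives and passed in 18 and 19 of them. Their number stayed at 2 with either pseudocount, either filter, any rescaling and no trend, was 3 with array weights, 12 with the replicate block, 11 with both libraries numbered 3 left out, and 32, 12 and 20 with the block and pair 1, 2 or 3 left out. With a library left out in turn it ran from 0 to 5. Genes past the study thresholds numbered 20 with a mean of at least 2, where fewer genes were tested, 50 with the replicate block, 60 with both libraries numbered 3 left out and 80, 74 and 77 with the block and a pair left out, with 12 higher and 17 lower after quantile normalization. Lists that moved numbered 0 with an estimated correlation, 0 by fry and from 7 to 18 with a library left out. Lhx4 kept its direction and did not pass under any of 20 alternatives (limma, BH-adjusted p = 0.0649 to 0.992). The replicate block changed no call among the named genes and lists other than those given in the report. Of 1883 values of named genes under the alternatives, 1824 kept direction and side of the threshold, 40 newly passed, 3 no longer passed and 16 turned. Of 510 list values these were 375, 47, 58 and 30.

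The following turned, none of these named genes passing, and the cause was not tested. The log2 difference of Prdm8 was 0.0058 at the same total and 0.081 with the block and pair 1 left out, of Grm6 0.066 at a pseudocount of 0.1 and 0.63 with the block and pair 1 left out, and of Pax6 -0.029 and -0.013 with the block and pair 1 or 2 left out. With each library left out the log2 difference ran from -0.15 to 0.12 for Prdm8, -0.16 to 0.68 for Isl1, -1.98 to 0.94 for Grm6, -0.070 to 0.26 for Pax6 and -0.078 to 0.50 for Gad2. Among lists that turned (camera, BH-adjusted p), rod and ON bipolar markers stood at 0.800 with both libraries numbered 3 left out and 0.615 and 0.848 with the block and pair 2 or 3 left out, progenitor and cell cycle genes at 0.479 with both numbered 3 left out and 0.449 with the block and pair 3 left out, presynaptic genes at 0.770 and 0.854 under the same 2 settings, and apoptosis and p53 targets at 0.977 after quantile normalization. With the block and pair 2 left out starburst amacrine markers stood at 0.816, voltage-gated calcium channels at 0.178 and retinal pigment epithelium markers at 0.954, and with pair 1 left out night blindness genes at 0.295. With each library left out the adjusted p ran from 0.0174 to 0.981 for rod and ON bipolar markers, 8.39e-09 to 0.981 for rod photoreceptor markers, 0.00216 to 0.627 for progenitor and cell cycle genes, 0.281 to 0.981 for apoptosis and p53 targets, 0.0324 to 0.981 for voltage-gated calcium channels, 0.0224 to 0.830 for presynaptic genes, 9.24e-06 to 0.981 for congenital stationary night blindness genes and 0.00828 to 0.928 for red blood cell genes. A count test was not run on FPKM, and the unknown depth limits what can be said of genes near the filter.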

Other observations

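The tests of developmental delay, bipolar cell loss and linked alleles, those of the libraries numbered 3 and those of the lens genes were chosen after the result was seen, as were the thresholds for uneven genes. Some genes were even in 1 genotype and far apart in the other, defined as at least 8-fold apart in a group, under 2-fold in the other and at least 10 FPKM in a library, with values under 0.5 FPKM set to 0.5. There were 3 such genes in the null-labelled and 6 in the control libraries. Besides Cacnb4, the null-labelled ones were Entpd1, an ectonucleotidase gene of vessels and microglia, at 0.889, 45.9 and 1.35 FPKM in nulls 1 to 3 and 0.442 to 0.749 FPKM in controls, and Gm10020, a processed pseudogene, at 15.7, 16.0 and 0.241 FPKM. Zhx2, a zinc finger and homeobox gene on chromosome 15, was 24.7 FPKM in control 1 and 2.59 to 3.32 FPKM in the other 5 libraries. Gm10337 (155 FPKM in control 2) and Gm9805 (156 FPKM in control 3) were listed at 0 in all other libraries. The rest of the control genes were Bhlhe23, Hnrnph1 (429 to 5297 FPKM in controls) and Pagr1a (1.34 FPKM in control 3), and of these 9 genes Bhlhe23 and Cacnb4 alone had been fixed by name.

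The counts at the study's thresholds were 33 genes, 16 higher and 17 lower. All 3 are lower than the values quoted from the study above. The fold here was taken on log2(FPKM + 0.5) and the p from limma, which is not the study's test, and the counts depend on such choices, with 28 higher and 20 lower at a pseudocount of 0.1 and 30 higher and 20 lower with the block.

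The 3 counts of the comparison without the block cannot be set against chance, because 3 against 3 libraries make 10 splits and the share cannot fall under 10%. The real split gave 2 changed genes and the highest other split 2, with 2 of the 10 as large. For the study thresholds these were 33 and 128, with 5 as large, and for lists 12 and 18, with 3 as large. The splits with both libraries numbered 3 on 1 side gave 76 to 128 genes past those thresholds, up to several times the real count, and 1 of them gave the 18 lists, which points to a structure of the samples along the replicate number. With the block the real split gave 12 genes and the highest of the other 3 splits that part every pair gave 0, so 1 of 4 was as large, again too few splits to set against chance.

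Genes that passed with the block might reflect a developmental delay, a lower share of all bipolar cells or alleles linked to Lhx4. A delay would keep progenitor genes high, but their median was -0.040 (SD of members 0.121, 16 genes) while the 8 called genes that fell had a median of -1.41. Rod markers were lower for 19 of 21, as a delay would have them, but by a median of -0.18, far less than these falls. Fewer bipolar cells of all types would lower rod and ON bipolar markers by about as much, and their median was 0.047 (SD of members 0.309, 20 genes). None, 0 of 12, of the called genes lay within 20 Mb of Lhx4, where 5 of 175 tested genes had an unadjusted p under 0.01 (2.86%), against 382 of 12592 elsewhere (3.03%, Fisher's exact p = 1.00). A change within bipolar cells or in some of their types was not tested and stays open as a hypothesis. So does a change in other cells. Arr3, among the genes that fell, is a cone gene, and the paper cites Lhx4 expression in cones. Differences in litter or strain alleles elsewhere in the genome were not tested either. Null mice also carried Six3-Cre and a tdTomato allele, whose own effects cannot be told apart from the loss of Lhx4.

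The libraries numbered 3 may come from mice at an earlier stage, since progenitor genes were higher by a median of 1.24 (16 of 16 genes in both) and rod genes lower, with a median of -0.97. A separate library preparation is a further candidate explanation, since the lowest share of low genes at a common ratio within the sets was 1.99 times the highest share between them. Sex as the whole cause was argued against, because the libraries numbered 1 and 3 both held Y-linked transcripts, while progenitor genes were higher in number 3 than in number 1 by a median of 1.45 in controls and 1.27 in nulls (SD of members 0.399 and 0.316). Stage and preparation could both hold, and apart from stage and sex no biological explanation was tested, because the labels give every library the same day and no group that parts number 3 from the rest. All 4 called genes that rose and 5 of 8 that fell were lower in the libraries numbered 3.

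Lens genes were higher in nulls 2 and 3 and not in null 1, and lens tissue carried over in single dissections is a candidate explanation. The range of the lens mean over the 3 null-labelled libraries was 2.15 on the log2 scale, against a group difference of 1.14 and a range of 0.873 over controls. A change in each null-labelled retina would put all of them above the controls, and the lowest null-labelled minus the highest control was -0.78, but that rests on null 1 alone and so stays open. The list was fixed beforehand, and none of its members is in another list. The filter kept 14 of its 20 members. Some passed only through nulls 2 and 3, such as Crygc (control mean 0.0604 FPKM, null mean 1.69 FPKM) and Crygd (0.164 and 4.10 FPKM). The filter therefore favours members that are higher in the null-labelled libraries.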
